A study of Homo sapiens with 11 samples.

How the data were processed

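RNA was sequenced from 11 tumours grown in mice, 6 from animals given vehicle and 5 from animals given evexomostat, an inhibitor of methionine aminopeptidase 2. Each library was assigned to its group from its title, and replicate numbers were taken from the same titles. Columns of the tables were matched to libraries by the code that the labels give in the sample description, and no other record of that match was used. Per the labels' protocols, total RNA was extracted from a frozen tumour portion and sequenced as paired-end reads on an Illumina HiSeq instrument. The aligner, the counting tool, the genome build, the annotation, the use of strand and the handling of mouse reads are not stated. No coordinates are therefore given, and genes are named by symbol as the files give them. A gene that shares reads with a close paralog, a pseudogene, an overlapping gene or a similar mouse gene could have been counted in part with its partner. HLA-B shares sequence with similar genes and its level is uncertain.

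The deposited count table holds whole-number read counts per gene symbol for each library, with no normalization. The deposited RPM table holds read counts scaled to the same total in every library. Each RPM value was checked against the count divided by its column total, and the largest difference was 2e-13. The authors' deposited comparison table holds a log2 fold change, a p-value and an adjusted p-value per gene, together with group means and standard deviations in RPM. Some of its column names, per the file headers, are the ones edgeR writes, but the authors' test and its settings are not stated. Its group means and standard deviations were checked against the RPM columns, with a largest difference of 2e-12.

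Genes were kept with filterByExpr at its minimum count of 10 and minimum total count of 15, which left 16653 of 28152 gene symbols. In the table, 3693 symbols had 0 counts in all libraries. Counts were scaled with TMM factors and compared with edgeR's quasi-likelihood F-test (edgeR 4.0.16 in R 4.3.3), without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change is the one implied by the F statistic. Levels are TMM-normalised CPM, counts scaled to a common total, with standard deviations across libraries. Gene lists were tested with camera in limma 3.58.1 on voom log2 CPM, with a preset inter-gene correlation of 0.01, two-sided, adjusted over 11 lists (8 gene sets and 3 lists of genes of host tissues). A list score is the mean log2 CPM of the list's tested genes in a library, with a prior count of 2. Exact permutation tests were two-sided. Those over all 11 libraries used all 462 splits, so 0.002165 is the smallest p-value they can give, and those that left libraries out used all splits of the remaining ones, which are fewer. The mean log2 fold changes of lists and their counts of higher genes come from the voom fit that camera used, not from edgeR's.

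The groups, tests, gene lists, 10 single genes and most alternatives were fixed before the data were examined. The rule for named genes took, among genes past the threshold whose groups did not overlap in CPM and whose mean log2 CPM was at least 1, the 5 largest rises and the 5 largest falls. All 10 single genes were added, except that PGR did not pass the count filter and was not tested. Alternatives fixed beforehand were relative log expression and upper quartile scaling, DESeq2 1.42.0, limma-voom with and without sample quality weights, no count filter, a minimum mean log2 CPM of 1, a block on the replicate number, limma-trend on log2(RPM + 1) and log2(RPM + 0.1), an estimated inter-gene correlation, fry, and leaving out each library. Added after the data had been seen were edgeR's exact test with library sizes only, a length and GC correction by splines with 5 degrees of freedom per library, counts thinned to the smallest library, and fry without vehicle replicate 001. Transcript length and GC content came from GENCODE release 29 transcripts, matched by symbol for 15746 of 16653 tested genes (94.55%). Further lists of luminal and receptor genes, mesenchymal genes, human genes without a single mouse counterpart and NF-kB targets were written after some values had been seen. A gene of the third of these lists is not reported here and was left out of its median.

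The edgeR, DESeq2, limma-voom (with and without quality weights), limma-trend and exact count tests, the replicate block and the list tests were tested on simulated data drawn from the real means and library sizes, with 200 of 16653 genes changed. The length and GC correction was not simulated, and the exact permutation test was checked on values with a known answer. Of 200 changed genes, edgeR recovered 64% and 3.76% of its calls were false, while DESeq2 recovered 78% with 16.1% false. Quality weights recovered 63% with 3.82% false, on simulated libraries of equal quality, and the replicate block on 8 libraries recovered 43.5% with 5.43% false. For the 91 genes changed 4-fold, edgeR recovered 91.2%. A planted gene list was recovered by camera, by camera with estimated correlation and by fry, and each called 0 of 20 unchanged lists. The simulated genes were independent, so the list tests were not tried on correlated genes.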

Results

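Gene expression was measured by RNA sequencing of estrogen-supplemented xenografts labelled BT-474, a human breast cancer line that the labels describe as positive for hormone receptors and HER2. The cells had been injected into the mammary fat pad of female athymic nude mice. Animals carried a slow-release pellet with 0.72 mg of estradiol made to last 90 days, and tumours became eligible above 95 cubic millimetres. Vehicle or evexomostat, a drug that inhibits methionine aminopeptidase 2 (MetAP2, an enzyme that removes the first methionine of new proteins), was injected under the skin every 4 days, evexomostat at 12 mpk, and the label gives day 33 for all libraries. There were 6 vehicle and 5 evexomostat libraries, 1 per tumour. The question was which genes differ in expression between tumours of treated and vehicle animals.

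Library totals ranged from 22808033 counts in evexomostat replicate 003 to 39249329 in vehicle replicate 003. They averaged 32530000 ± 5837000 counts (SD, n = 6) under vehicle and 28420000 ± 3852000 (SD, n = 5) under evexomostat, an exact permutation p of 0.212. TMM factors were 0.97 ± 0.06 (SD, n = 6) and 1.04 ± 0.03 (SD, n = 5), with an exact permutation p of 0.0411. At these depths 3 counts correspond to 0.0764 to 0.132 RPM, which covers counting error only. No pair of libraries was a duplicate, with a chi-square per degree of freedom of 16.6 or more in every pair. Across genes, which are not independent replicates, the median correlation of log2 CPM was 0.963 between vehicle libraries, 0.984 between evexomostat libraries and 0.974 between the groups. Vehicle replicate 001 stood apart, with 23.9% of its counts in its 100 most abundant genes, against 16.2% to 17.6% in the other vehicle libraries, and a TMM factor of 0.86, the lowest of the 11.

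In edgeR's quasi-likelihood test, 101 of 16653 genes differed between evexomostat and vehicle at an adjusted p-value under 0.05, of which 29 were higher and 72 lower under evexomostat. At an unadjusted p under 0.05 there were 2225 genes, where 833 would be expected by chance. The evexomostat and vehicle libraries did not overlap in 495 of the tested genes (2.97%), against 0.433% by chance. Among the alternatives that kept all 11 libraries, sample quality weights in limma-voom moved the count most, to 1059 genes. The split by direction depended on the settings. In the edgeR comparison 28.7% of calls were higher. Where only the scaling changed, it was 27.8% with relative log expression and 40% with upper quartile scaling. It was 36.0% with limma-voom and 46.9% in the exact test with library sizes only. With limma-trend on RPM it was 58.1% and 55.9% at pseudocounts of 1 and 0.1. These last settings also changed the test, so their shift cannot be assigned to scaling alone.

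**Figure D1:**
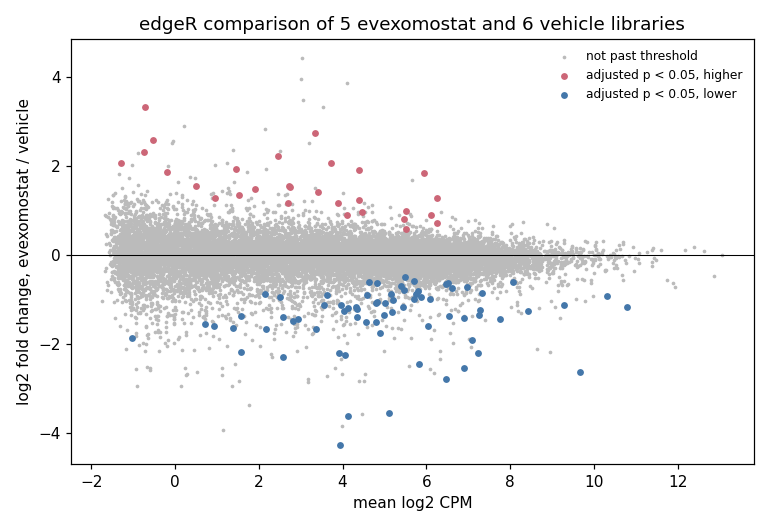
Each point is 1 of 16653 tested genes, with mean log2 CPM on the x axis and the log2 fold change of evexomostat over vehicle on the y axis. Coloured points are the 29 higher and 72 lower genes at an adjusted p-value under 0.05, and 71 of these 101 genes changed at least 2-fold.

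The 5 largest rises that met the naming rule were in VGF, GFRA1, GLP2R, CPNE7 and TGFBI. VGF rose from 2.81 ± 1.54 CPM (SD, n = 6) to 18.6 ± 4.98 (SD, n = 5), a log2 fold change of 2.73 (SE 0.39, edgeR adjusted p 0.0138). GFRA1 rose from 5.43 ± 1.92 to 22.6 ± 8.33 CPM, with a log2 fold change of 2.06 (SE 0.31, edgeR adjusted p 0.0151). GLP2R was less abundant, at 1.17 ± 0.417 against 4.45 ± 1.44 CPM (log2 fold change 1.93, SE 0.31, edgeR adjusted p 0.0189). CPNE7 had the smallest adjusted p-value of all tested genes, 0.00369 in edgeR, and rose from 9.38 ± 1.45 to 34.8 ± 10.4 CPM (log2 fold change 1.89, SE 0.20). TGFBI rose from 28.5 ± 12.5 to 101.7 ± 29.6 CPM (log2 fold change 1.83, SE 0.28, edgeR adjusted p 0.0173).

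The 5 largest falls were in AQP9, HSD11B1, PTGS2, CCL20 and PI3, and their vehicle libraries varied widely. AQP9 went from 26.6 ± 30.5 CPM (SD, n = 6) to 1.39 ± 0.665 (SD, n = 5), a log2 fold change of -4.26 (SE 0.80, edgeR adjusted p 0.0383). HSD11B1 went from 29.9 ± 22.1 to 2.43 ± 1.38 CPM (log2 fold change -3.63, SE 0.55, edgeR adjusted p 0.0151). PTGS2 went from 58.9 ± 39.4 to 5.00 ± 1.48 CPM, at a log2 fold change of -3.56 (SE 0.47, edgeR adjusted p 0.0138). CCL20 changed by -2.80 on the log2 scale (SE 0.48, edgeR adjusted p 0.0247), from 145.3 ± 96.5 to 20.9 ± 9.59 CPM. PI3, the most abundant of the 10, went from 1308 ± 790 to 209.4 ± 70.6 CPM (log2 fold change -2.64, SE 0.40, edgeR adjusted p 0.0159). In each of the 10 genes the evexomostat and vehicle libraries did not overlap.

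**Figure D2:**
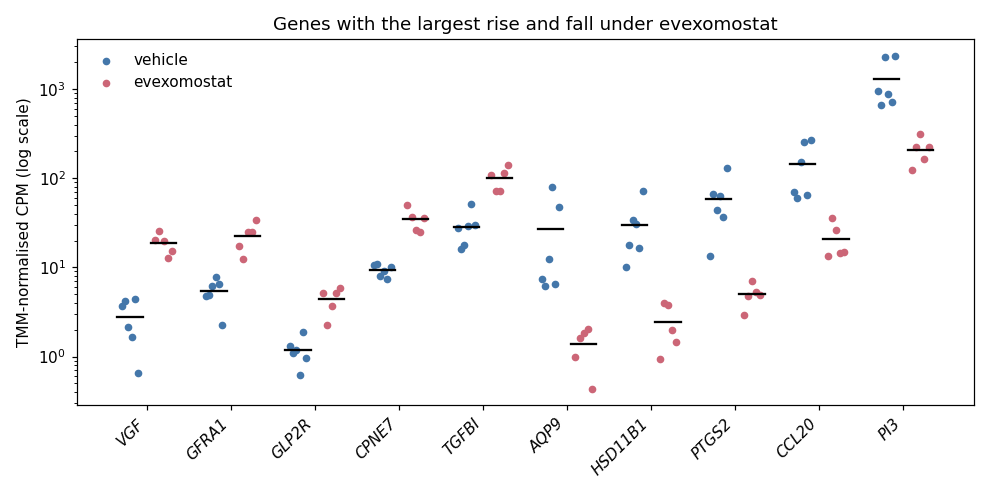
Points are single libraries (6 vehicle, 5 evexomostat) and black bars are group means, on a log axis in CPM, for the 5 genes with the largest rise and the 5 with the largest fall. In every gene drawn the groups do not overlap, and the vehicle libraries of AQP9 span 6.24 to 79.6 CPM.

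The number of genes past the threshold depended on single libraries. Without vehicle replicate 001 it was 865 genes, which included all 101. Without any other single vehicle library it was 46 to 79, without evexomostat replicate 003 it was 46 and without evexomostat replicate 004 it was 28. It was 1 gene without evexomostat replicate 005, 2 without evexomostat replicate 002 and 3 without evexomostat replicate 007, while 1833, 1884 and 1649 genes had an unadjusted p under 0.05 in those comparisons. CPNE7 kept an adjusted p-value under 0.05 in all 25 alternatives tried, and the other 9 named genes rose above 0.05 in 3 to 10 of theirs. Without evexomostat replicate 007, the edgeR adjusted p-values of these 9 lay between 0.0587 (VGF and PTGS2) and 0.126 (AQP9). Their fold changes kept their direction in every alternative.

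**Figure D3:**
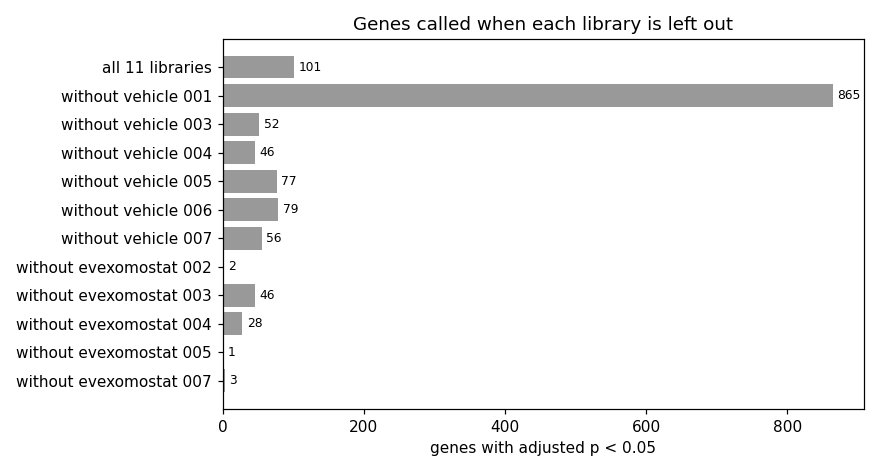
Bars are the number of genes with an adjusted p-value under 0.05 in edgeR's test, with all 11 libraries and with each library left out. The count ranges from 1 without evexomostat replicate 005 to 865 without vehicle replicate 001.

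Of the 10 single genes fixed beforehand, 9 were tested. The count past an adjusted p-value of 0.05 was 0, both over all genes and adjusted over the list alone, and it was also 0 at an unadjusted p under 0.05. METAP2, which encodes the inhibited enzyme, was at 111.5 ± 51.5 CPM (SD, n = 6) under vehicle and 108.6 ± 2.22 (SD, n = 5) under evexomostat, a log2 fold change of -0.04 (SE 0.23, edgeR adjusted p 0.969). Vehicle replicate 001 set the vehicle spread, at 215.6 CPM against 84.6 to 104.0 in the others, and without it the log2 fold change was 0.26 (edgeR adjusted p 0.0772). Its paralog METAP1 changed by 0.10 (SE 0.15, edgeR adjusted p 0.836). CDKN1A had the smallest p-value of the list, with a log2 fold change of -0.46 (SE 0.22, edgeR adjusted p 0.399). CCND1 changed by 0.30, E2F8 by -0.08, MKI67 by 0.07, ERBB2 by 0.05, ESR1 by -0.49 and VEGFA by -0.34 on the log2 scale, with edgeR adjusted p-values of 0.577, 0.907, 0.955, 0.951, 0.746 and 0.711. PGR had between 0 and 5 counts per library and was not tested.

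Transcripts of the receptors that the labels name were low in every library labelled BT-474, and only the authors' labels and file naming connect these columns to that line. The genes in this paragraph other than ERBB2, ESR1 and PGR were chosen after their values were seen. ERBB2 was at 51.5 ± 15.3 RPM (SD, n = 6) under vehicle and 56.3 ± 3.14 (SD, n = 5) under evexomostat, and ranked 4614 of 28152 symbols by mean. ESR1 averaged 0.286 RPM, with 1 to 17 counts per library, and PGR averaged 0.0655 RPM. Among other genes of luminal epithelium, GATA3 averaged 6.50 RPM, EPCAM 3.03, FOXA1 1.05, KRT19 0.803 and CDH1 0.456. By contrast VIM averaged 1187 RPM (rank 58), CD44 832 (rank 104), KRT8 332 and KRT18 149. No library had ERBB2 above 65.3 RPM.

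**Figure D4:**
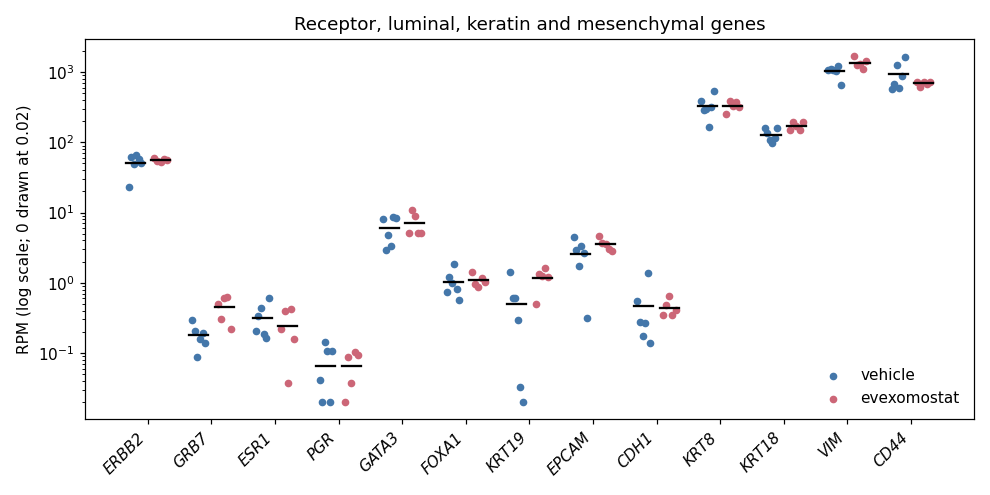
Points are single libraries (6 vehicle, 5 evexomostat) and black bars are group means, in RPM on a log axis where 0 is drawn at 0.02. The highest ERBB2 level is 65.3 RPM, ESR1 and PGR lie below 0.6 RPM, and VIM lies between 665 and 1691 RPM.

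Of the 11 gene lists, 5 had a camera adjusted p-value under 0.05. The hypoxia list (20 genes) was lower under evexomostat, with a mean voom log2 fold change of -1.01 and 1 of 20 genes higher (camera adjusted p 8.92e-11). In edgeR's fit the mean was -1.21 and 0 of 20 genes were higher. It contained 1 gene past the threshold over all genes, P4HA1, and 16 adjusted over the list alone. The list of sterol and lipid synthesis had a mean voom log2 fold change of -0.47, with 0 of 23 genes higher (camera adjusted p 1.01e-08), and 2 genes were past the threshold over all genes and adjusted over the list alone, STARD4 and SCD. Interferon response genes had a voom mean of -0.26, with 3 of 25 higher (2 of 25 in edgeR's fit, camera adjusted p 0.00542), and p53 targets a voom mean of -0.18, with 5 of 23 higher (camera adjusted p 0.0176). The camera adjusted p-values without vehicle replicate 001 were 0.169 for interferon and 0.108 for p53. Skeletal muscle genes, tested because reads of mouse tissue could be counted on human genes, were higher, with a voom mean of 1.47 (2.43 in edgeR's fit) and 12 of 12 higher in both (camera adjusted p 9.29e-04), but 11 of these 12 genes had their highest level in evexomostat replicate 005. After adjustment over the 11 lists no list held under fry, where the smallest adjusted p-value was 0.166, or under an estimated inter-gene correlation, where it was 0.479.

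The other 6 lists were not past the threshold. Cell cycle genes had a voom mean of 0.09, with 24 of 35 higher (25 of 35 in edgeR's fit, camera adjusted p 0.0645). This list passed when evexomostat replicate 003 (camera adjusted p 2.07e-05), vehicle replicate 005 (0.0122) or vehicle replicate 007 (0.0357) was left out. The estrogen response, unfolded protein and amino acid stress, and FOXO lists had camera adjusted p-values of 0.955, 0.781 and 0.179, and host stroma and host adipocytes 0.632 and 0.890. Genes of the unfolded protein list went both ways, with 8 higher and 13 lower in edgeR's fit. Adjusted over the list alone, its genes CHAC1 and PHGDH were past the threshold, both higher. So were FN1 of host stroma and CMPK2 of the interferon list, both lower, and 8 skeletal muscle genes, all higher.

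**Figure D5:**
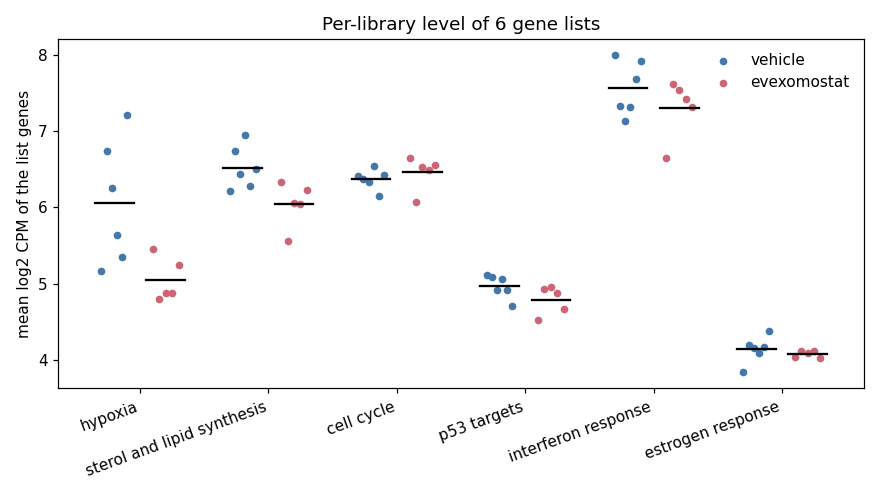
Points are single libraries (6 vehicle, 5 evexomostat) and black bars are group means of the mean log2 CPM of each list's genes, for 6 of the 8 gene sets. The hypoxia score averaged 6.06 ± 0.81 (SD, n = 6) under vehicle and 5.05 ± 0.29 (SD, n = 5) under evexomostat, and 3 of the 5 evexomostat libraries were below all vehicle libraries.

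The authors' deposited table lists 268 genes with an adjusted p-value under 0.05, 117 higher and 151 lower. Of the 101 genes from the edgeR comparison, 88 are among those in the authors' deposited table, all 88 with the same sign. Log2 fold changes correlated at 0.999 across 16653 genes with the authors' deposited table, with a median difference of -0.09. Of the 180 genes called only in the authors' deposited table, 18 did not pass the count filter here, and 162 had an unadjusted p under 0.05. CPNE7 also had the smallest adjusted p-value of the named genes there, 8.01e-14 in the authors' deposited table.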

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

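The tests of VEGFA were chosen only after the result was seen. In 74 comparisons of the highest and lowest library with the rest of its group, 7 stood out, where about 3.7 would by chance, and 4 of these fell in vehicle replicate 001.

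Vehicle replicate 001 had 23.9% of its counts in its 100 most abundant genes, against 16.2% to 17.6% in the other vehicle libraries. Its deviation from the mean of all libraries had a slope of -0.24 log2 units per doubling of transcript length, against 0.03 to 0.07 in the other vehicle libraries. The slope per 10 points of GC content was -0.30, against -0.02 to 0.05. Ribosomal protein genes held 13.5% of its counts, against 4.55% to 6.53% in the other vehicle libraries. The evexomostat libraries held 6.65% to 8.21%, all above those other vehicle libraries, a difference that was not tested. Loss of long transcripts may contribute to the departure of vehicle replicate 001. After removal of the length and GC trend, this library's SD from the group mean was 0.658, above the 0.504 of the next library. The average trend was therefore not the whole cause. Loss of RNA that does not follow that trend would remain after its removal, so its full share cannot be judged here. RNA quality values were not used here, and the tumour itself stays open as a source.

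METAP2 reached 215.6 CPM in vehicle replicate 001, against 84.6 to 104.0 in the others. With the length and GC trends removed the value was 164.2 CPM and still stood apart from the other vehicle libraries, so those trends explain at most part of it. Whether the tumour differed in METAP2 was not tested.

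VEGFA was at 270.8 CPM in vehicle replicate 007, against 57.0 to 131.4 in the others. This library also ranked 1 of 6 vehicle libraries by the mean of the other hypoxia genes, which is consistent with a hypoxia response in that tumour as a hypothesis. In evexomostat replicate 003 VEGFA was at 136.0 CPM, against 92.6 to 94.0 in the others. There the other hypoxia genes ranked 5 of 5, the lowest, which argues against a hypoxia response, and no other explanation was tested.

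The cell cycle list score was 6.07 in evexomostat replicate 003, against 6.49 to 6.65 in the other evexomostat libraries. With the length and GC trends removed it was 6.13 and no longer stood apart by the same criterion, so these trends may account for part of the gap. It remained the lowest of the group, and a slower growing tumour stays open.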

How the results depend on the processing

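The added alternatives (edgeR's exact test, the length and GC correction, thinned counts and fry without vehicle replicate 001) were chosen after seeing the data, and the others were fixed beforehand. The cause was not tested for any change below, except where stated.

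The total of 101 genes stayed within 1.5 times under relative log expression (97), upper quartile scaling (70), limma-voom (89), no count filter (106), a minimum mean log2 CPM of 1 (91), both RPM comparisons (74 and 68), the length and GC correction (84) and thinning (86). It did not under DESeq2 (660 genes, 205 higher and 455 lower), limma-voom with quality weights (1059, 384 higher and 675 lower) or the exact test with library sizes only (286, 134 higher and 152 lower). The first pair shared all 101 genes and the third 96. Settings that stayed within 1.5 times shared 57 (each RPM comparison) to 97 (relative log expression) of the 101, and upper quartile scaling shared 68. In simulated data of 16653 genes DESeq2 and the exact test had 16.1% and 12.8% false calls. The real fits covered 24459 and 28152 genes, so these rates need not hold there. The 72 lower genes became 42 with upper quartile scaling, 31 with log2(RPM + 1) and 30 with log2(RPM + 0.1). The RPM comparisons moved the median of all genes by 0.11 and 0.14 on the log2 scale.

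Across the 11 fits that each left out one library, the total ranged from 1 to 865 genes, the higher genes from 1 to 328 and the lower genes from 0 to 537. The 0 lower genes came without evexomostat replicate 005, where 1833 genes had an unadjusted p under 0.05. The 865 came without vehicle replicate 001.

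The replicate numbers 003, 004, 005 and 007 occur in both groups, but deviations of same-numbered libraries correlated at -0.27, 0.07, 0.05 and -0.10. Libraries of unlike number correlated at -0.20 to 0.25, so there was no sign that the numbers pair the tumours. So few pairs cannot exclude a shared litter or day. A replicate block on those 8 libraries gave 107 genes, 38 shared with the 101, and the same 8 libraries without the replicate block gave 733 (225 higher, 508 lower). Under the block the p53 list had an adjusted p of 0.395, and the estrogen response (0.747), interferon (0.432) and host stroma (0.880) lists reversed.

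Among single genes, none of these reversals passed the threshold. METAP2 was at 0.052 with limma-voom, 0.24 with quality weights, 0.23 with the block, 0.22 without it on the same 8 libraries, 0.15 with both RPM pseudocounts, 0.0874 in the exact test and 0.12 after the length and GC correction. In the same order of quality weights, block and no block, MKI67 was at -0.0364, -0.33 and -0.34 and ERBB2 at -0.0625, -0.13 and -0.14. METAP1 was at -0.10 with the block and -0.0879 without it. E2F8 was at 0.0555 and 0.0609 with the RPM pseudocounts, 0.007 in the exact test and 0.0115 after correction. Across the leave-one-out fits METAP2 ranged from -0.11 to 0.26, MKI67 from -0.0895 to 0.212, ERBB2 from -0.0797 to 0.1309, E2F8 from -0.1723 to 0.0633 and VEGFA from -0.4854 to 0.0187.

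For the lists the value is the adjusted p. With an estimated correlation hypoxia and sterol were at 0.479, p53 and muscle at 0.498 and interferon at 0.698. With fry hypoxia was at 0.200, sterol at 0.166, p53 at 0.267, interferon at 0.556 and muscle at 0.380, and estrogen response reversed (0.927). With fry and without vehicle 001 they were at 0.0916, 0.0916, 0.275, 0.604 and 0.324, and estrogen response reversed (0.324). A minimum mean log2 CPM of 1 brought cell cycle to 0.0285 and reversed estrogen response (0.903) and adipocytes (0.925), and the length and GC correction brought cell cycle to 0.0131 and reversed estrogen response (0.794) and adipocytes (0.640). Leaving out one library gave cell cycle 2.07e-05 to 0.475, interferon 9.74e-05 to 0.391, p53 0.00177 to 0.139, estrogen response 0.681 to 0.993, unfolded protein stress 0.291 to 0.993, adipocytes 0.469 to 0.993 and stroma 0.212 to 0.993. Hypoxia, sterol and muscle stayed under 0.05 in all 11. Reversals of direction in these fits included estrogen response without vehicle replicate 001 or 005 and unfolded protein stress without vehicle replicate 005. They also included adipocytes without vehicle replicate 004 or 005 or evexomostat replicate 003, and stroma without evexomostat replicate 003. None of these reversals passed the threshold.

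The correlation of log2 fold changes with the authors' deposited table was 0.959 with DESeq2 over 24459 genes. The exact test with library sizes only came closest, with a correlation of 0.99996 over 28152 genes, a median difference of 0 and 239 of the 268 genes of the authors' deposited table among its 286. Of the other results for single genes, 32 were weaker when a library was left out and 6 under other settings. PGR, with 0 to 5 counts per library, was not tested. ESR1, with 1 to 17 counts, had a log2 fold change of -0.49 (SE 0.50), so a difference of that size could not be resolved. What size of difference the depth allows for these genes was not tested.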

Other observations

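The tests of the receptor genes, the muscle library, the NF-kB list, the list scores and the spread were chosen only after the result was seen.

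The 101 genes were not matched by other splits: 1 of 100 splits of the 11 libraries, the real one, gave as many genes, and the same was true of the 72 lower (1 of 100) and the 29 higher genes (1 of 100). After removal of length and GC trends 73 of the 101 remained, and after thinning to the smallest library 81 remained, so neither trends nor depth explain the whole count. These tests address chance and bias, while the dependence on single libraries described above remains.

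For the gene lists the same test was less clear. A camera p-value as small arose in 11 of 100 splits for hypoxia, 5 of 100 for sterol and lipid synthesis, 46 of 100 for interferon, 17 of 100 for p53 targets and 28 of 100 for skeletal muscle, so an accidental grouping of the libraries may explain each of them. Length and GC trends do not account for hypoxia (camera adjusted p 5.43e-12 after correction) or for sterol and lipid synthesis (5.15e-10). Exact permutation of the list scores gave p 0.0281 for hypoxia (adjusted 0.155) and 0.0195 for sterol and lipid synthesis (adjusted 0.155), which did not pass correction over 11 lists. Without vehicle replicate 007 the hypoxia score had an exact p of 0.0397, so this library alone is not the cause, and without evexomostat replicate 005 it was 0.0571. Of the 12 muscle genes, 11 peaked in evexomostat replicate 005, with ACTA1 at 146.9 RPM and MYH1 at 104.4 RPM there, and host muscle in that tumour piece is a candidate source. The muscle score had an exact p of 0.143 with all 11 libraries and 0.343 without that library. The camera adjusted p without it was 0.0221, at the preset correlation. Whether the list is higher in the other evexomostat tumours stays open.

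A surprising pattern was the receptor profile. In libraries labelled as a line positive for hormone receptors and HER2, the median luminal and receptor gene averaged 0.303 RPM and the median mesenchymal gene 276.2 RPM. That mesenchymal gene was SPARC, which like FN1 is on both the mesenchymal and the host stroma list. The keratin genes KRT8 and KRT18 were on neither list. They averaged 331.6 and 148.6 RPM, far above the median luminal gene. A loss of counts at the ERBB2 locus alone is argued against by the 11 listed genes left after ERBB2 and its neighbour GRB7 (0.303 RPM) were set aside, with a median of 0.286 RPM. Dilution by mouse reads is argued against by the 4 reported human genes without a single mouse counterpart, with a median of 626.4 RPM. Of these, PI3 averaged 791.6 RPM and CXCL8, the lowest, 76.7 RPM. HLA-C was at 461.1 RPM and HLA-B at 1506 RPM (rank 35), but HLA-B shares sequence with similar genes and its level is uncertain. A further gene of this list was left out, which limits the argument. The ratio of mesenchymal to luminal medians was at least 344 in every library, vehicle included. This may point to tumour cells of another kind than the labelled line or to cells that changed in the animals. It may also point to tables or columns that belong to other tumours than the labels say. Reads of mouse stroma counted on the mesenchymal genes could raise the ratio too, which was not tested. Columns were matched to libraries by a code in the sample description alone. The group means in the authors' deposited table equal those of the columns matched to each group here, so the authors split these columns the same way, but this does not show which tumours they hold. These explanations cannot be told apart here, because the genes were chosen after their values were seen and no BT-474 reference library was analysed.

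A hypothesis about inflammation was tested with a list of 26 NF-kB targets written after ICAM1, SOD2, PTGS2, CCL20 and CXCR4 had been seen to fall, and without those 5. Of 23 tested genes 0 were higher under evexomostat, with a mean voom log2 fold change of -0.78. The list scores were 6.04 ± 0.16 (SD, n = 6) and 5.27 ± 0.26 (SD, n = 5), all 5 evexomostat libraries lay below the lowest vehicle library, and the exact permutation p was 0.002165, the smallest 462 splits allow. Unadjusted, its p was 0.00133 under camera with estimated correlation, 7.69e-05 under fry and 1.19e-04 under fry without vehicle replicate 001. The smallest unadjusted values of the lists fixed beforehand were those of sterol and lipid synthesis, 0.0607 with estimated correlation and 0.0151 under fry. Adjusted over the 12 lists together, the NF-kB list had 0.0159 and 9.23e-04, against 0.348 and 0.0908 for sterol and lipid synthesis, although an adjustment does not allow for a list chosen after related genes were seen. In the splits, 1 of 100 gave a camera p as small. After removal of length and GC trends the exact p was again 0.002165, which as the smallest possible value cannot show whether the gap changed. The scores themselves can. The highest evexomostat score (replicate 004) was 5.599 after removal and 5.600 before, and the lowest vehicle score (replicate 006) was 5.855 and 5.877. Lower NF-kB target expression in treated tumours is therefore a hypothesis consistent with these values. It was found and tested on the same libraries, and a change in the kinds of cells in the tumours stays open.

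Vehicle libraries were more dispersed than evexomostat libraries, with a mean SD from the group mean of 0.434 against 0.247 and an exact permutation p of 0.0325 when the group means were recomputed in each of 462 splits (0.0216 when only the finished distances were permuted). The largest distances were those of vehicle replicates 001 (0.737) and 007 (0.510). With both left out and the group means recomputed, the mean distance was 0.292 against 0.247, a difference of -0.0451 against -0.187 before, with an exact permutation p of 0.341 over 126 splits. Because the most distant libraries were the ones removed, a smaller difference was bound to follow, so a difference in spread among the remaining libraries was not shown.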
